A study of Mus musculus with 4 samples.

How the data were processed

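Single cell RNA sequencing was analysed for 4 libraries of mouse tail intervertebral discs, the fibrocartilage pads between vertebrae. There were 2 control libraries and 2 libraries of discs injured with a 30G needle, 1 of each group in each of 2 rounds. Per the labels, the mice were female, of the C57BL/6 strain and 12 weeks old, and discs were taken 7 days after the puncture. Discs of several mice were pooled into 1 cell suspension per library; the labels give 6 mice and 30 discs per group and leave open whether that holds for each round. The suspensions were frozen, thawed and sorted for viable cells before droplet capture, per the labels. Control discs came from more distal tail levels than injured discs of the same animals, so tail level and injury could not be separated in any comparison.

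The deposited values are UMI counts (numbers of distinct transcript molecules) per gene and cell barcode, made by the authors with Cell Ranger on the mm10 mouse genome, per the labels. Per the file headers, the control library of round 1 was made with Cell Ranger 6.0.0 and the others with version 4. The deposited values are whole numbers and were not normalized. All 4 matrices list the same 32285 genes. The deposited control matrix of round 1 held only 444 barcodes, each with at least 502 UMIs, and the other matrices listed 6794880, 1229272 and 1194644 barcodes, most of them empty. The libraries were therefore not filtered alike by the authors. Barcode sequences were used only to compare the 2 libraries of round 1.

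Cells were barcodes with at least 250 detected genes, and genes seen in at least 5 cells were kept, which are the minimums stated in the series text. No filter on mitochondrial share and no doublet removal entered the reported values; doublets were treated in an alternative that removed 1, 5, 6 and 27 cells with the highest Scrublet scores. UMIs of each cell were scaled to 10000 and log-transformed. The 2000 most variable genes were scaled, capped at 10, and reduced to 30 principal components. A shared nearest neighbour graph of 20 neighbours was partitioned with the Leiden method at resolution 1 with a fixed seed.

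Cell classes were named from 19 marker lists fixed before the data were examined. So were the comparisons, their tests, 10 gene lists, the rule for naming genes and most alternatives. A cluster took the class with the most detected markers, where a marker counted if at least 25% of the cells held a UMI and its mean was at least 1.2 times that of the other cells. Clusters stayed unnamed with under 3 such markers, with a marker score under 0.25, or with UMIs under 1 in 3 of the library median and no marker among their top 10 genes. A cluster with more markers of another class among its top 10 genes was left unnamed, or called a disc or immune-like cell of unresolved class where both classes were of that kind. This scoring rule was the last of 3 versions. It was revised after the clusters and their shares per library had been seen, because the first version, a mean scaled score, left several large disc clusters unnamed. The last 2 versions gave identical reported shares. The per-cell marker score used as an alternative was also revised once. A further rule was set after the data were seen: clusters in which over 50% of the round 1 control barcodes had similar UMIs in both round 1 libraries stayed unnamed. Rebuilt names can differ from those used by the authors.

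The shared barcodes of round 1 were sorted by the ratio of injured to control UMIs, with similar meaning 0.3 to 3. Each barcode was matched to its most similar cell in another library over 3000 genes. Barcode sequences of round 2 were not used here, so matches with round 2 were judged by position in the ordered barcode list, within 1% of its length.

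Counts were summed per library over all cells, over the disc-cell classes together, and over each named class with at least 20 cells in every library. The sums were tested with the two-sided quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after its default filter on low counts and TMM normalization, with injury as the only term. The p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. A standard error (SE) is the fold change divided by the square root of the F statistic. Shares of cells were compared by an exact two-sided permutation test, which cannot give a p-value under 0.33 with 2 libraries per group, and each share has an exact (Clopper-Pearson) 95% binomial interval. Intervals and limits cover counting error only. Class by injury interaction was tested with edgeR on the sums of the inner and outer annulus classes, with library as a term.

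The 10 fixed gene lists held matrix proteases and inhibitors, inflammatory mediators, angiogenic and neurotrophic factors, interferon response, wound healing and TGF-beta response, immediate early and dissociation response, antioxidant and oxidative stress, glycolysis and hypoxia, proliferation, and posterior Hox genes. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01 on log2 CPM (counts scaled to library size). Members were also tested with edgeR and adjusted over the list alone. Genes were named if called, at a mean of at least 10 CPM, changed the same way in both rounds and absent from the marker lists. The 5 highest and 5 lowest changes were taken, or 3 and 3 over all cells, plus up to 3 members of each list per comparison with a p-value adjusted over the list alone under 0.05. Named genes were placed by their Ensembl identifier in GENCODE M21 (mm10), counting from 1.

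Control and injured discs shared animals, per the labels, so the round number paired the libraries. The deviations of libraries from their group means correlated between groups across genes with r of 0.508 over all cells, 0.464 in disc cells, 0.533 in the inner annulus class and 0.312 in the outer annulus class; genes are not independent replicates. The fit with round as a block was an alternative and is given beside a result where it changed the result. With so few libraries the block leaves little replication from which to estimate error. With groups of 2, tests of regrouped libraries and of outlying libraries were not applicable.

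The tests were checked on simulated counts drawn from the real means and library sizes with 1 common dispersion, in which 200 genes changed by 3 on the log2 scale. edgeR recovered 172 of these among 11987 genes over all cells, 182 among 11217 in disc cells, 171 among 10869 in the inner class and 178 among 5105 in the outer class, with 3, 9, 9 and 7 false calls. With the block it recovered 171, 179, 163 and 183, and DESeq2 recovered 158, 172, 151 and 170. The simulated counts held no round effect, so they cannot show how the block behaves in the presence of one. The interaction test recovered 102 among 5102 genes with 0 false calls.

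Alternatives were a minimum of 500 genes, under 10% mitochondrial UMIs, Scrublet, a UMI minimum at 10% of the 99th percentile of the top 3000 barcodes, Leiden resolution 2, a marker score per cell, principal components centred within rounds, other denominators, DESeq2 1.42.0 (size factors, and the Wald test), no filter on low counts, the round block, and leaving out each library. For gene lists they were fry and an estimated correlation. Alternatives without shared round 1 barcodes, with the clusters of shared barcodes named by their markers, with named clusters as denominator, and the UMI minimum for the summed counts were chosen after seeing the data. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 and matplotlib 3.10.9.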

Results

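The series addressed how cell types of mouse tail intervertebral discs differ 7 days after a needle puncture. A disc has a gel-like core, the nucleus pulposus, enclosed by a ringed fibrous annulus with a cartilage-like inner and a fibroblast-rich outer part. There were 2 control libraries and 2 injured libraries, 1 of each per round. Total UMIs were 1114210 for control round 1, 8943537 for injured round 1, 9891258 for control round 2 and 16972879 for injured round 2. At a minimum of 250 detected genes, these held 378, 778, 856 and 1834 cells. Cells took 95.5% of UMIs in control round 1, a matrix that listed only barcodes with at least 502 UMIs. They took 75.2% in injured round 1, 21.8% in control round 2 and 62.2% in injured round 2. Median UMIs per cell were 1061.5 and 836 in the control libraries of rounds 1 and 2, and 7033.5 and 4635 in the injured libraries. Median detected genes were 606.5 and 359 in control cells against 2339.5 and 1744.5 in injured cells. Depth per cell therefore differed between the groups in both rounds. Without barcodes shared between the round 1 libraries and without the clusters made up of such barcodes, median UMIs were 3628 and 3160 in control against 7596.5 and 4671 in injured cells, and median detected genes were 1518 and 1393 against 2503 and 1754.

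Barcodes of the 2 round 1 libraries overlapped. Of the 444 barcodes listed for control round 1, 147 also had at least 502 UMIs in injured round 1, where chance would give 0.0542 among the 829 such barcodes there. By the ratio of injured to control UMIs the 444 barcodes fell into 3 sets. There were 225 with few UMIs in the injured library (median ratio 0.0095), 115 with similar UMIs in both (ratios from 0.631 to 0.905) and 104 with far more UMIs in the injured library (ratios from 29.2 to 44.8). The last set had a median of 707.5 UMIs in the control library and 22926 in the injured one. Of the 378 control round 1 cells, 159 belonged to the second or the last set, so shares and expression of that library were also computed without them.

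**Figure D1:**
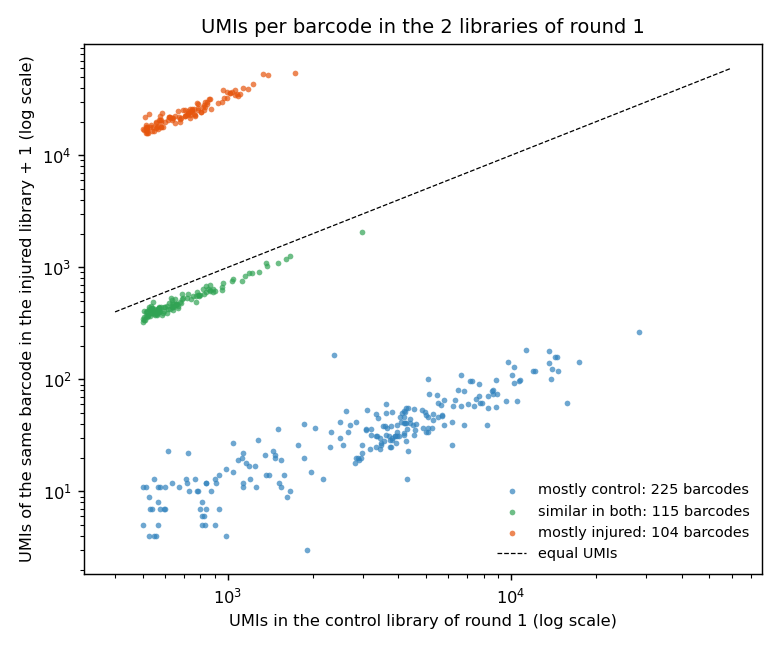
UMIs of each of the 444 control round 1 barcodes in the control library (x axis, log scale) and, plus 1, in the injured library of the same round (y axis, log scale), coloured by set. The 104 mostly injured barcodes run in a band above the line of equal UMIs, at ratios from 29.2 to 44.8, and the 115 similar ones run just under it.

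Clustering gave 18 clusters, of which 13 were named. The inner annulus or cartilage-like class held 5 clusters, led by genes such as Npy, Grem1, Fmod, Mmp12 and Saa3. In 2 of these, chemokine, protease or acute-phase genes led (Mmp12, Mmp3, Cxcl2 and Nos2 in one, Saa3, Saa1 and Lcn2 in the other). The outer annulus or fibroblast-like class held 4 clusters, led by Aspn and Cthrc1, by Myoc and Angptl7, by AY036118 and Tnc at low UMIs, and by cell division genes such as Cenpf and Top2a. Single clusters were named nucleus pulposus-like (Car3, Serpina1e and T), macrophage or monocyte-like (Pf4, Ctss and Lyz2), endothelial-like (Fabp4 and Pecam1) and mural-like (Rgs5 and Tagln). The nucleus pulposus-like cells had a median of 320 detected genes and 46.0% mitochondrial UMIs. An unnamed cluster of 344 cells was led by mitochondrial genes. The other 4 unnamed clusters were made up, in control round 1, of barcodes with similar UMIs in both libraries. A cluster led by Ccl11 and Dpep1 held 4.50% and 31.2% of the control cells of rounds 1 and 2 against 3.60% and 0.382% of the injured cells. One led by Krt18 and Krt8 held 4.50% and 7.48% against 2.19% and 0.654%. One led by Igkc and Jchain held 3.97% and 4.32% against 1.80% and 0.382%. One led by Ctrb1 and Try5 held 1.32% and 1.29% against 0.257% and 0 of 1834 cells. Unnamed cells in all made up 25.7% and 53.7% of control cells and 18.8% and 8.78% of injured cells.

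The share of immune-like cells addressed infiltration after injury. All immune-like cells were in the macrophage or monocyte-like cluster. In control round 1 it held 1 of 378 cells (0.265%, 95% interval 0.0067 to 1.47) and in control round 2 it held 3 of 856 (0.350%, 0.0723 to 1.02). In injured round 1 it held 37 of 778 (4.76%, 3.37 to 6.50) and in injured round 2 it held 90 of 1834 (4.91%, 3.96 to 6.00). Means were 0.308% ± 0.0608 (SD, n = 2) in control and 4.83% ± 0.107 (SD, n = 2) in injured discs. The difference of 4.52 points was far larger than these SDs, and it was 4.49 points in round 1 and 4.56 in round 2. With 2 libraries per group the exact permutation test gave p = 0.33, the smallest value it allows. Naming the clusters of shared barcodes by their markers, which counts the one led by Igkc as B or plasma cells, moved the difference most, to 1.47 points. The single control round 1 cell was a barcode with far more UMIs in the injured library. Without shared barcodes the library had 0 of 219 cells, for which the exact 95% interval allows a share of up to 1.67%.

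Nucleus pulposus-like cells made up 7.67% (95% interval 5.20 to 10.8) and 7.94% (6.22 to 9.96) of control cells against 0.643% (0.209 to 1.49) and 0.0545% (0.0014 to 0.303) of injured cells in rounds 1 and 2. Their mean difference of -7.46 points was larger than the pooled SD of 0.324 (exact permutation p = 0.33). Inner annulus or cartilage-like cells made up 53.4% and 30.1% of control cells and 62.7% and 57.1% of injured cells, a difference of 18.1 points (exact permutation p = 0.33). That difference was -18.1 points with a minimum of 500 genes per cell and -14.2 with the UMI minimum, so its direction depended on the cell filter. That reversal came from round 2 (56.0% of control and 25.2% of injured cells with the UMI minimum, 61.3% and 21.8% at 500 genes), while in round 1 the share stayed higher in injured cells (66.3% and 68.6%, 65.1% and 68.4%). Leaving out single libraries moved it from 6.47 points without control round 2 to 29.8 without control round 1. Outer annulus or fibroblast-like cells made up 10.6% and 7.01% of control cells and 6.43% and 27.3% of injured cells. The rounds went opposite ways (-4.16 and 20.3 points, exact permutation p = 1.0), the mean difference of 8.05 points became -2.37 without injured round 2, and it was -7.81 with the clusters of shared barcodes named and -0.940 with the UMI minimum. Endothelial-like cells differed by 1.53 points, less than their pooled SD of 1.98, and by -0.346 without injured round 1 (exact permutation p = 0.667). Mural-like cells differed by 1.16 points with a pooled SD of 0.531 (exact permutation p = 0.33), and by 0.655 points without injured round 1.

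**Figure D2:**
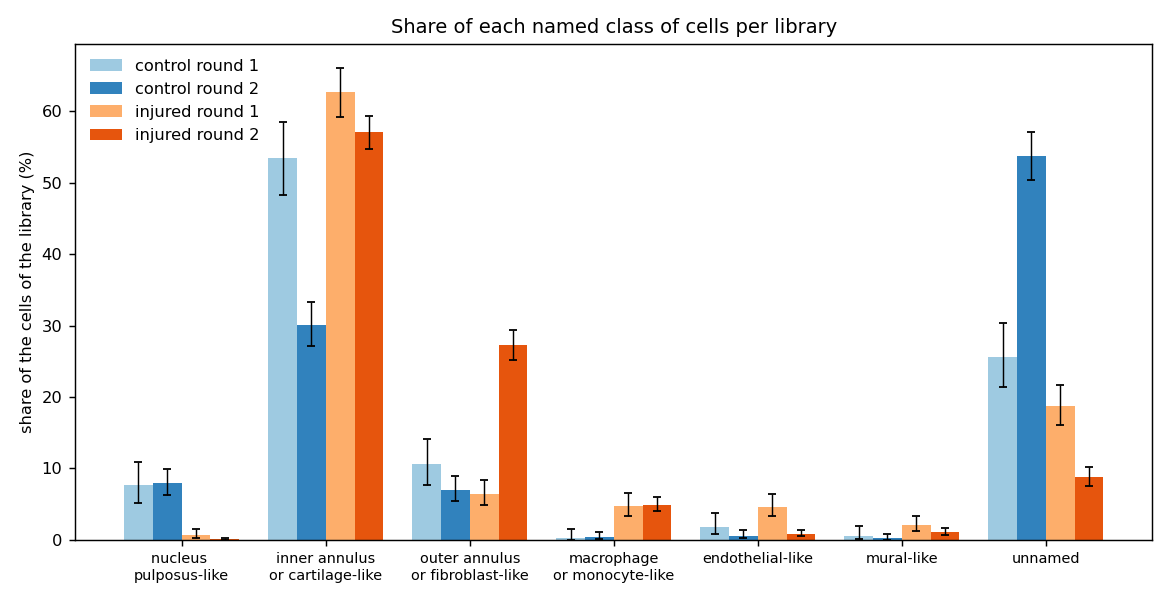
Share of the cells of each library (y axis, %) in each named class and in unnamed clusters (x axis); bars are single libraries, and error bars are exact 95% binomial intervals, which cover counting error only. The macrophage or monocyte-like bars of both injured libraries (4.76% and 4.91%) stand above both control bars (0.265% and 0.350%), and the nucleus pulposus-like bars are in the opposite order.

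Summed over all cells, expression was compared first without regard to class, which mixes changes in cell makeup with changes in expression. The sums held 1063223, 6723350, 2159369 and 10554420 UMIs in control round 1, injured round 1, control round 2 and injured round 2. Of 11987 genes, edgeR called 10, with 0 higher and 10 lower in injured discs, and 946 genes had an unadjusted p-value under 0.05. With round as a block, edgeR called 803 genes (364 higher, 439 lower), including all 10, and this moved the count most. Of the 10, 6 encode secreted pancreatic enzymes (Cela2a and Cpb1 among them), listed as such after the calls were seen, and in control round 1 99.8% of their UMIs lay in barcodes with similar UMIs in both libraries. Cela2a (ENSMUSG00000058579, chromosome 4, 141814962 to 141826160) was at 47.5 ± 8.52 CPM in control and 0.174 ± 0.037 in injured libraries (SD, n = 2). Its log2 fold change was -7.88 ± 0.546 (SE), with an edgeR adjusted p-value of 0.00490. It rested on 164 UMIs in control and 3 in injured discs, a ratio of 293 with a counting interval of 98.5 to 1436; its reads can be shared with close relatives. Cpb1 (ENSMUSG00000011463, chromosome 3, 20248264 to 20275733) fell by 7.76 ± 0.618 (SE) on the log2 scale, with an edgeR adjusted p-value of 0.00974. It rested on 3 and 1 UMIs in the injured libraries of rounds 1 and 2. Its ratio of 267 became 652 (counting interval 116 to 25871) without injured round 1 and 138 (46.7 to 677) without injured round 2. Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975), 1 of a family of near-identical copies and so uncertain, fell by 7.68 ± 0.518 (SE), with an edgeR adjusted p-value of 0.00490. Without shared round 1 barcodes 2 genes were called, Car3 (-7.11) and Serpina1e (-7.80), with edgeR adjusted p-values of 0.00925, and 898 genes had an unadjusted p-value under 0.05.

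The disc-cell classes together (nucleus pulposus-like, inner and outer annulus) were compared next, from sums of 950870, 6104787, 1812992 and 10004407 UMIs in the same order of libraries. edgeR called 2 of 11217 genes, both lower in injured discs, and 847 had an unadjusted p-value under 0.05. With round as a block it called 443 genes (209 higher, 234 lower), including both. Serpina1e was at 76.5 ± 14.6 CPM in control and 0.322 ± 0.01 in injured libraries (SD, n = 2), with a log2 fold change of -7.78 ± 0.507 (SE) and an edgeR adjusted p-value of 0.0113. Car3 (ENSMUSG00000027559, chromosome 3, 14863512 to 14872523), a marker outside the naming rule and named after its values were seen, was at 730 ± 115 CPM in control and 4.31 ± 0.278 in injured libraries (SD, n = 2). Its log2 fold change was -7.39 ± 0.453 (SE), with an edgeR adjusted p-value of 0.0113. Both genes lead the nucleus pulposus-like cluster, and neither was called with a minimum of 500 genes or under 10% mitochondrial UMIs, settings under which that class had no cluster. Under 10% mitochondrial UMIs the changes were of similar size, -7.53 for Car3 and -7.76 for Serpina1e (edgeR adjusted p-values 0.189 and 0.226). At 500 genes Car3 changed by -4.51 (0.368).

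Within the inner annulus or cartilage-like class, with 202, 488, 258 and 1047 cells in the same order, edgeR called 0 of 10869 genes, and 837 had an unadjusted p-value under 0.05. The block raised this to 965 (504 higher, 461 lower). Among named genes its edgeR adjusted p-value went down to 1.4e-30, for Cxcl13, from 60, 0, 50 and 21 UMIs. Over all cells nearly the same Cxcl13 counts (63, 0, 53 and 21 UMIs) gave 0.00023 by edgeR with the block. The 965 calls are therefore uncertain. The class included 94 control round 1 barcodes of the set with far more UMIs in the injured library, and without shared barcodes edgeR called 16 genes (4 higher, 12 lower). Its makeup also differed between the groups. The cluster led by Grem1, Cnmd and Timp4 held 97, 33, 213 and 82 of its cells in the same order of libraries. Changes in this class can therefore reflect cell makeup as well as expression.

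Within the outer annulus or fibroblast-like class there were 40, 50, 60 and 500 cells with 206586, 371018, 399323 and 3304266 UMIs. Its makeup differed between the groups. In the same order of libraries, the cluster led by Myoc and Angptl7 held 30, 16, 48 and 70 of these cells. The one led by Aspn and Cthrc1 held 5, 12, 3 and 247. Changes in this class can therefore reflect cell makeup as well as expression. edgeR called 61 of 5105 genes (40 higher, 21 lower), and 661 had an unadjusted p-value under 0.05. With round as a block it called 430 (220 higher, 210 lower), including all 61. Assigning cells by marker score gave 41 calls (1 higher, 40 lower), of which 3 were among the 61, so which genes were called depended on how the class was defined. Of the 61, 42 were tested under that setting, and 39 of these kept their direction. The 5 largest increases among genes meeting the naming rule had no UMI in either control library, so that only lower bounds on their folds exist. Lamb1 (ENSMUSG00000002900, chromosome 12, 31265234 to 31329644) was at 60.7 ± 47.0 CPM in injured libraries (SD, n = 2), at least 16.2-fold higher. Cdca8 (ENSMUSG00000028873, chromosome 4, 124918465 to 124939311) was at 62.6 ± 12.7 CPM, at least 10.3-fold higher. Cdkn3 (ENSMUSG00000037628, chromosome 14, 46760541 to 46771669) was at 55.4 ± 19.0 CPM, at least 8.35-fold higher, and Ccna2 (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150) at 49.9 ± 11.2 CPM, at least 8.13-fold higher. Vcam1 (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) was at 37.3 ± 2.06 CPM, at least 7.14-fold higher. Without injured round 2 the bound for Lamb1 was 5.44-fold, from 10 UMIs, and that for Cdkn3 was 13.6-fold. The Cdkn3 UMIs of injured round 1 may come from few cells, as that library held 2 cells of the dividing cluster. Bounds also shrink with fewer control UMIs: for the 5 genes they were 4.71-fold to 10.6-fold without control round 1 and 2.44-fold to 5.51-fold without control round 2. The edgeR adjusted p-values of these 5 genes lay from 0.0312 to 0.0424. Lamb1 had a log2 change of -0.36 and Vcam1 one of 0.63, neither called, when the clusters of shared barcodes were named by their markers, and -1.39 and -0.59 when cells were assigned by marker score.

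The 5 largest decreases of that class had edgeR adjusted p-values of 0.0312 to 0.0355. Depp1 (ENSMUSG00000048489, chromosome 6, 116650609 to 116652794) had 24 UMIs in control and 3 in injured libraries, a ratio of 48.5 with a counting interval of 14.7 to 252. Without injured round 2, which held all 3 of the injured UMIs, it was at least 4.90-fold lower. Crispld1 (ENSMUSG00000025776, chromosome 1, 17727045 to 17766344) was at 48.4 ± 0.049 CPM in control and 3.53 ± 1.09 in injured libraries (SD, n = 2), a log2 change of -3.56 ± 0.659 (SE). Grem1 (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646), which also leads an inner annulus cluster, changed by -3.47 ± 0.571 (SE). Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884), which also leads 1 outer annulus cluster, was at 1091 ± 493 CPM in control and 111 ± 6.68 in injured libraries (SD, n = 2), a log2 change of -3.30 ± 0.490 (SE). Fam174b (ENSMUSG00000078670, chromosome 7, 73740302 to 73776919) changed by -3.28 ± 0.612 (SE). These 5 genes were lower in both rounds and kept that direction in each fit that left out 1 library. Some calls were lost under other settings. Igfbp5 was not called under 10% mitochondrial UMIs (-2.15, edgeR adjusted p-value 0.152) or with the UMI minimum (-2.75, 0.0549). Crispld1 was not called under 10% mitochondrial UMIs (-4.195, 0.0539), nor Fam174b by marker score (-1.73, 0.561).

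**Figure D3:**
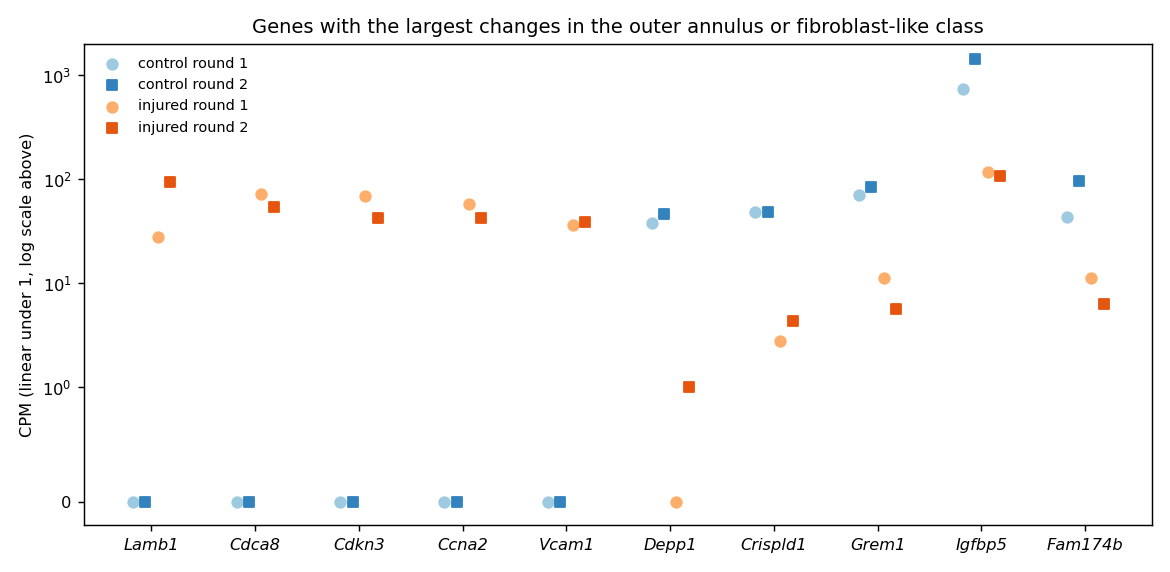
CPM (y axis, linear under 1 and log scale above) of the 10 genes named by the size of their change (x axis) in the outer annulus or fibroblast-like class; each point is 1 library. The first 5 genes are at 0 in both control libraries, and Igfbp5 is at 1091 CPM on average in control against 111 in injured libraries.

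The fixed gene lists asked whether known programs changed together. By camera, 5 of 10 lists passed over all cells: interferon response (median log2 change -0.72) and immediate early and dissociation response (-0.95) were lower in injured discs, and wound healing and TGF-beta response (0.96), antioxidant and oxidative stress (0.31) and proliferation (1.08) were higher. In disc cells 6 passed, these 5 and posterior Hox genes, which were lower (-0.21). In the inner class 4 passed, interferon response (-0.82), wound healing (0.51), immediate early genes (-0.55) and antioxidant genes (0.32). In the outer class 5 of 9 passed, angiogenic and neurotrophic factors (-0.96), wound healing (0.48), immediate early genes (-1.03), proliferation (3.16) and posterior Hox genes (-0.80). Of the proliferation genes 25 of 26 were higher and of the posterior Hox genes 0 of 6. Medians of log CPM depend on a prior count; by edgeR the proliferation median was 3.26, and 3.11 with the 1 gene without control UMIs at its bound. None of these calls held under fry or under an estimated correlation. The lowest adjusted p-values by fry (limma) were 0.248 over all cells, 0.281 in disc cells, 0.0530 in the inner and 0.0649 in the outer class. When round was a block, posterior Hox genes no longer passed by camera in disc cells (adjusted p-value 0.0633, limma), and inflammatory mediators passed in disc cells (0.0253) and in the inner class (0.0231). Without a filter on low counts angiogenic factors no longer passed in the outer class (0.148), and their median there was 0.09, with 17 of 30 higher against 4 of 14 with the filter.

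**Figure D4:**
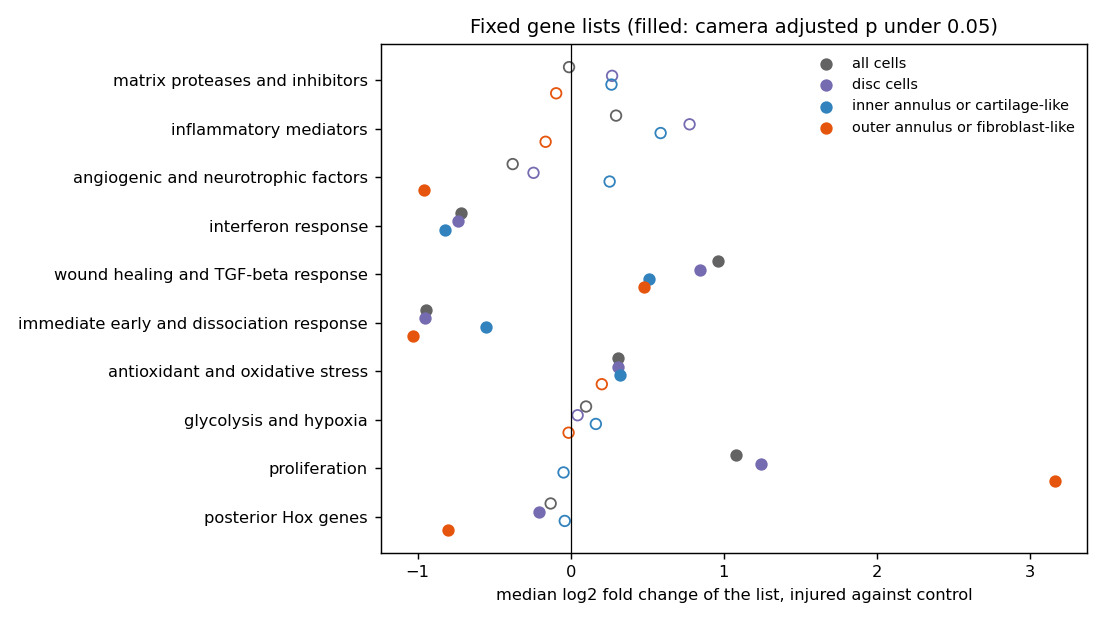
Median log2 fold change of each fixed gene list (x axis) in the 4 comparisons (colours), with lists on the y axis; filled points had a camera adjusted p-value under 0.05. The proliferation list lies at 3.16 in the outer annulus or fibroblast-like class and at -0.05 (0.26 with no filter on low counts) in the inner annulus class.

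Single members of the lists were tested in the outer class with p-values adjusted over the list alone, beside which the count adjusted over all genes is given. Of matrix proteases and inhibitors 5 of 15 tested genes passed (1 over all genes), of inflammatory mediators 3 of 17 (1), of angiogenic and neurotrophic factors 7 of 14 (0) and of interferon response 1 of 1 (0). Wound healing had 13 of 34 (4), immediate early genes 11 of 32 (0), antioxidant genes 2 of 31 (1), glycolysis and hypoxia 0 of 20 (0), proliferation 20 of 26 (12) and posterior Hox genes 1 of 6 (0). All 20 proliferation genes were higher and all 11 immediate early genes lower in injured discs. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) was at 59.2 ± 38.1 CPM in control and 1225 ± 993 in injured libraries (SD, n = 2), a log2 change of 4.45 ± 0.734 (SE), with an edgeR p-value adjusted over the list alone of 0.00128. Mmp14 changed by 2.41 and Htra1 by -1.54; C3 by -1.70 and Il33 by -1.65; Angptl2 by 2.44, Sema3d by -2.35 and Thbs1 by -1.60. Irf1 changed by -1.82, Fstl1 by 2.96, Nr4a1 by -1.86, Junb by -1.62, Zfp36 by -1.85, Txnip by -2.16, Gpx7 by 2.41 and Hoxc13 by -1.71 on the log2 scale. Mmp14 changed by 1.32 without injured round 2, and Irf1 by -0.63 without control round 2. Without injured round 2 Irf1 changed by -3.34 and rested on 3 injured UMIs, a ratio of 11.2 (counting interval 3.65 to 56.1). In the outer class 5 genes had at most 3 control UMIs and are given as ratios with counting intervals: Col5a3 189 (52.2 to 1560), Cthrc1 135 (46.1 to 655), Birc5 27.2 (7.47 to 226), Prc1 45.3 (8.07 to 1797) and Tpx2 35.1 (6.23 to 1393). Cthrc1, Fstl1 and Prc1 also lead outer annulus clusters. Without injured round 2 the ratios were 45.7 (12.1 to 387) for Col5a3, 21.8 (6.94 to 110) for Cthrc1, 43.3 (11.4 to 367) for Birc5 and 86.6 (14.9 to 3482) for Prc1. Without control round 1 they were 89.0 (30.4 to 432) for Cthrc1, 29.9 (5.32 to 1184) for Prc1 and 23.1 (4.11 to 918) for Tpx2, and Col5a3, then at 0 in control, was at least 83.0-fold higher. Without control round 2 the ratio of Col5a3 was 64.4 (17.8 to 532), and Cthrc1, Prc1 and Tpx2, then at 0 in control, were at least 46.0-fold, 5.15-fold and 3.99-fold higher. Injured round 1 held only 2 cells of the dividing cluster. Its UMIs of Birc5, Prc1 and Tpx2 may therefore come from few cells, which the counting intervals do not cover.

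In the inner class the members passing when adjusted over the list alone were 4 of 21 matrix proteases and inhibitors, 3 of 26 inflammatory mediators, 2 of 19 angiogenic and neurotrophic factors, 3 of 14 interferon response and 8 of 31 wound healing genes, with 0 in the other 5 lists, and 0 in every list when adjusted over all genes. Timp4 (ENSMUSG00000030317, chromosome 6, 115241892 to 115252205), which leads an inner annulus cluster, was at 102 ± 12.0 CPM in control and 12.0 ± 2.16 in injured libraries (SD, n = 2). Its log2 change was -3.09 ± 0.400 (SE), with an edgeR p-value adjusted over the list alone of 0.000830. Other log2 changes were 1.99 for Timp1, -1.45 for Timp2, -5.07 for Cxcl13, 1.91 for Il11, 5.55 for Saa3, -2.48 for Cnmd, -2.65 for Ifit2, 2.64 for Ltbp2 and 1.91 for Col5a2. Saa3, Il11 and Cnmd also lead inner annulus clusters. Without injured round 2 the change of Saa3 was 2.73, and Cxcl13, with 0 UMIs in injured round 1, was at least 106-fold lower. Without control round 1 Saa3 rested on 1 control UMI, a ratio of 261 (counting interval 46.8 to 10319) against 49.7 with all libraries. Ifit3 (-4.34) and Ifit3b (-5.68) are near-identical copies and uncertain; without injured round 1 Ifit3b, with 0 UMIs in injured round 2, was at least 35.9-fold lower. Tnc had 1 control UMI and a ratio of 23.9 with a counting interval of 4.22 to 949. The ratio of Tnc was 8.18 (1.45 to 325) without control round 2, and without control round 1 it was at least 5.23-fold higher. In the fit with the round block, the members passing over the list alone, in the order in which the 10 lists are named for the outer class, were 7, 16, 11, 7, 14, 16, 12, 5, 0 and 2 in the inner class. Over all genes they were 7, 13, 7, 4, 11, 12, 10, 3, 0 and 1. In the outer class the block gave 7, 8, 8, 1, 15, 18, 7, 1, 21 and 1 over the list alone and 5, 4, 7, 1, 14, 14, 4, 1, 20 and 1 over all genes.

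Over all cells 3, 4, 1, 0, 4, 0, 0, 0, 0 and 0 members passed over the list alone in the order of the 10 lists, and 7, 20, 8, 9, 18, 24, 12, 4, 21 and 0 with round as a block. In disc cells these were 3, 0, 1, 2, 3, 0, 0, 0, 3 and 0, and with the block 8, 16, 6, 6, 20, 21, 10, 2, 19 and 0. Adjusted over all genes, 0 list members passed in either comparison without the block; with it 5, 12, 6, 7, 13, 16, 8, 1, 9 and 0 passed over all cells and 4, 7, 4, 2, 10, 8, 5, 0, 10 and 0 in disc cells. Over all cells the log2 changes of named members were -2.95 for Timp4, 2.37 for Timp1, -1.37 for Timp2, -5.93 for Ccl11, -5.11 for Cxcl13, 5.22 for Saa3, -2.34 for Cnmd, 2.71 for Ltbp2, 1.81 for Fn1 and 2.01 for Col5a2. Ccl11 leads a cluster of shared barcodes and changed by -2.72 without control round 2, and Saa3 by 2.83 without injured round 2. Cxcl13 was at least 80.7-fold lower without injured round 2, as injured round 1 had 0 UMIs. In disc cells they were -2.99 for Timp4, 2.34 for Timp1, -1.45 for Timp2, -2.43 for Cnmd, -5.03 for Ifit3b, -3.38 for Ifit3, 2.65 for Ltbp2, 1.74 for Fn1, 2.05 for Col5a2, 3.52 for Cenpa, 3.34 for Prc1 and 3.80 for Birc5. Ifit3b changed by -3.10 there without control round 1. Without control round 2 Cenpa rested on 1 control UMI in disc cells, a ratio of 23.8 (counting interval 4.26 to 944) against 11.6 with all libraries.

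Whether injury acted differently on the inner and outer annulus classes was tested by the class by injury interaction. edgeR called 49 of 9058 genes (20 with a higher and 29 with a lower change in the outer class), and 785 had an unadjusted p-value under 0.05. Igfbp5 changed by -3.30 in the outer and by -0.06 in the inner class, a difference of -3.17 ± 0.485 (SE), with an edgeR adjusted p-value of 0.00335. Without library as a term edgeR called 0 genes, and 381 had an unadjusted p-value under 0.05.

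**Figure D5:**
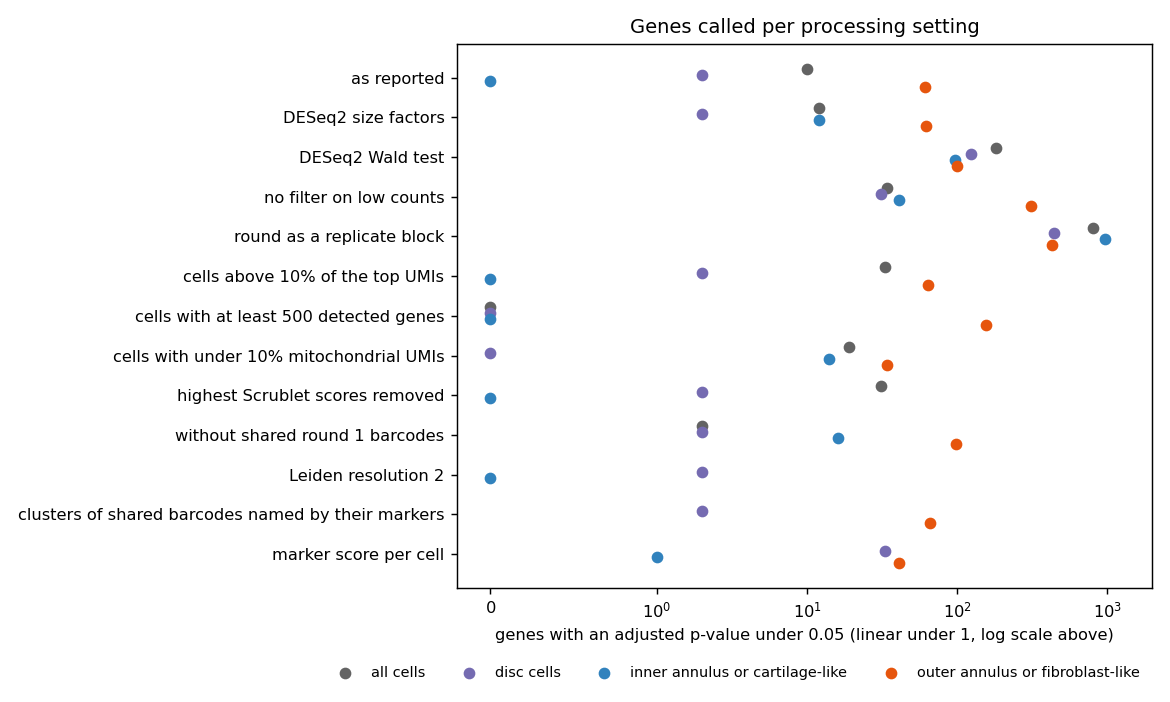
Number of genes with an adjusted p-value under 0.05 (x axis, linear under 1 and log scale above) under each processing setting (y axis) in the 4 comparisons (colours); a setting without a point for a comparison gave no value or was not run there. Round as a replicate block gave 803, 443, 965 and 430 genes over all cells, in disc cells, in the inner and in the outer class, against 10, 2, 0 and 61 as reported.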

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

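The 4 tests of the shared barcodes, and the refit of the interaction without those barcodes, were chosen only after the overlap had been seen; the refit without clusters of nearly only injured cells was specified before its result.

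The 2 libraries of round 1 shared many barcodes, a signal in barcode lists that the comparisons do not use. Of 444 barcodes listed for the control library, 147 had at least 502 UMIs in the injured library, against 0.0542 by chance, which excludes chance overlap. The barcodes treated as shared were of 2 kinds. The 225 mostly control barcodes also all had some UMIs in the injured library (median 31, lowest ratio 0.001). In that library 429880 of 6794880 listed barcodes had any. Whether reads of control cells were counted in the injured library was not tested. For the 104 barcodes with far more UMIs in the injured library, the most similar of all injured round 1 cells was the same barcode in 101 cases. This is consistent with reads of injured cells having been counted in the control library, as index swapping between samples sequenced together might do; their control UMIs came to 2.96% of their injured UMIs. The 115 barcodes with similar UMIs in both libraries had a median ratio of 0.725. It was 33.5 for the mostly injured set and 0.0095 for the mostly control set. The sets were sorted by this ratio, so the order of the medians cannot test passage between these libraries. The 115 barcodes had ratios from 0.631 to 0.905, apart from those of the other sets (up to 0.069 and from 29.2). Of the 55 that counted as cells, 32 had their most similar control round 2 cell within 1% of the same list position, against 5 of 219 for the mostly control set, with 2.06% by chance. A candidate explanation is that cells of a further library, not analysed here, were counted in several disc libraries. The test rests on list positions in round 2, not on sequences. For cells outside the clusters of shared barcodes, 8 of 477 control round 2 cells matched injured round 2 by position, near the 1.99% that chance gives, so passage between the round 2 disc libraries was not detectable this way. The design gives no biological reason for a shared barcode, and none was tested.

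The effect of injury differed between the inner and outer annulus classes for 49 genes in the interaction test. Without the 2 outer clusters in which over 95% of cells were injured, 20 genes were called, 11 of them among the 49, and fewer genes (7712 against 9058) could be tested. Without shared round 1 barcodes 30 genes were called, 29 of them among the 49. Cell makeup of the outer class and reads of injured cells in the control library could thus each account for part of the list. They cannot be told apart from an injury effect, because 20 and 30 calls remained and each refit also had fewer cells. Makeup of the inner class shifted as well, and its part in the list was not tested. The inner cluster led by Grem1 and Cnmd held 97 and 213 control cells in rounds 1 and 2. It held 33 and 82 injured cells, although the injured libraries had more inner cells. Depth is a further limit: the outer class had 40 and 60 control cells against 500 in injured round 2. Tail level, which differed between control and injured discs, and a true difference in the response of the classes stay open and were not tested.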

How the results depend on the processing

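The alternatives without shared round 1 barcodes, with the clusters of shared barcodes named by their markers, with named clusters as denominator, and with the UMI minimum applied to summed counts were chosen only after the data had been seen. Where a value changed, the cause was not tested unless stated.

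The higher immune-like share (4.52 points) kept its direction under every alternative run: 3.40 with the UMI minimum, 5.06 over named clusters, 3.92 at 500 genes, 4.41 after Scrublet, 3.69 by marker score, 4.63 with components centred within rounds, 4.81 without shared barcodes and 1.47 with the clusters of shared barcodes named. Leaving out single libraries gave 4.45 to 4.6. Points hide a change in relative size. By marker score the shares were 5.82% and 5.37% in control against 11.1% and 7.52% in injured libraries of rounds 1 and 2. As reported they were 0.265% and 0.350% against 4.76% and 4.91%, so the relative contrast depended strongly on how cells were named. The lower nucleus pulposus-like share (-7.46) was -15.4 with the UMI minimum, -13.3 over named clusters, -11.5 by marker score, -10.2 without shared barcodes and -12.0 with those clusters named, and -7.75 to -7.17 in the fits that left out 1 library. No such cluster was found under 10% mitochondrial UMIs or at 500 genes, so these gave no value. The inner annulus difference (18.1) reversed with the UMI minimum (-14.2) and at 500 genes (-18.1); in both, the reversal came from round 2, and the inner share of round 1 stayed higher in injured cells. Unnamed cells of injured round 2 rose from 8.78% to 25.8% and 29.9%, and disc cells of unresolved class made up a further 18.9% and 16.0% of that library. It was 1.38 over named clusters, 5.91 by marker score and 6.47 to 29.8 with 1 library left out. The outer annulus difference (8.05) was -0.940 with the UMI minimum, 1.71 at 500 genes, -7.45 by marker score, -7.81 with the clusters of shared barcodes named and -2.37 to 18.5 with 1 library left out. The endothelial difference was -0.346 to 3.41 with 1 library left out, and the mural difference was 4.06 by marker score. Leaving erythroid cells out changed nothing, since no cluster was erythroid-like.

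With round as a replicate block, calls rose from 10 to 803 over all cells, from 2 to 443 in disc cells, from 0 to 965 in the inner and from 61 to 430 in the outer class. That fit leaves little replication from which to estimate error, so the higher counts are not stronger support. For shares, pairing by round gives the same difference by arithmetic and so tests nothing. Beyond these counts, the counts of list members and the 3 list calls given with them, the block changed no other call. The DESeq2 Wald test called 180, 123, 97 and 99 genes in the same order. With no filter on low counts edgeR called 34, 31, 41 and 312. DESeq2 size factors gave 12 calls in the inner class. At 500 genes calls were 0 over all cells (901 at an unadjusted p-value under 0.05), 0 in disc cells (761) and 156 in the outer class, where 57 of the 61 were also called. Under 10% mitochondrial UMIs they were 19, 0 (738), 14 and 34, with 23 of the 61. Scrublet gave 31 over all cells and the UMI minimum 33. Without shared barcodes they were 2 over all cells, 16 in the inner class and 98 in the outer class, including all 61. By marker score they were 33 in disc cells, 1 in the inner class (Matn3, -4.78, named after its value was seen) and 41 in the outer class (40 of them lower), of which 3 were among the 61; 39 of the 42 of the 61 tested there kept their direction. With clusters of shared barcodes named there were 66 in the outer class, 47 of them among the 61. The inner class stayed at 0 calls at resolution 2 (823 at an unadjusted p-value under 0.05), after Scrublet (857), with the UMI minimum (737) and at 500 genes (681). No outer value was obtained after Scrublet or at resolution 2, where the class fell under 20 cells in a library or was unresolved. Genes were not tested with centred components.

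Leaving out 1 library leaves 1 library in an arm, so only sizes are given. The median size of the log2 change of called genes was 5.89 to 6.70 over all cells (6.40 with all), 7.40 to 7.74 in disc cells (7.58) and 3.16 to 3.58 in the outer class (3.40, or 3.31 with the 6 genes at 0 in a group at their bound), and every called gene with a value kept its direction.

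Of the gene lists called by camera (5, 6, 4 and 5 over all cells and in disc, inner and outer cells), fry called 0, 0, 0 and 0, and an estimated correlation called 0, 0, 0 and 0. With no filter, fry called 1 in the outer class, proliferation. The 49 interaction genes became 0 with no library term (no replicate block), 20 at 500 genes (16 among the 49) and 30 without shared barcodes.

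For the 73 named gene results, 722 values under alternatives were obtained: 661 kept direction and call, 57 kept only direction and 4 reversed. The reversed ones were Lamb1 by marker score (-1.39) and with the clusters of shared barcodes named (-0.36), and Vcam1 by marker score (-0.59) as a large change and as a list member. In the fits without 1 library, 212 of 287 values moved by under 1 SD between replicates, 75 by more, and 0 reversed. Depth limits the outer class most, since its control sums held 206586 and 399323 UMIs.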

Other observations

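The test of 1 cluster of dividing cells was specified before its result; the others in this part were chosen only after the result was seen.

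The 6 pancreatic enzyme genes were lower in injured discs over all cells, at 543 and 405 CPM in control and 9.37 and 4.93 CPM in injured libraries of rounds 1 and 2. In control round 1, 99.8% of their UMIs lay in barcodes with similar UMIs in both round 1 libraries, which held 3.84% of all UMIs in cells. For 10 further pancreatic genes, listed before their shares were computed (Clps, Pnlip, Amy2a5 and others), 99.4% lay there. In control round 2, 99.7% of the UMIs of the 6 genes lay in the clusters of shared barcodes; of the few in injured libraries 79.4% of 63 UMIs lay there in round 1 and 13.5% of 52 in round 2. This is consistent with cells of a further library, possibly pancreas, having been counted in the disc libraries. The 6 genes were taken from the calls themselves, and why the control libraries held more of such cells was not tested.

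The immune-like share was higher in injured discs, where cells were also deeper, so that macrophages in control libraries might have had too few UMIs to be named. Summed macrophage marker CPM over all cells, which needs no naming, was 2.29 times as high in the injured as in the control library of round 1 and 1.27 times in round 2, smaller folds than those of the shares. Without shared round 1 barcodes the fold of round 1 was 2.99. That of round 2 could not change, as only round 1 barcodes were left out and control round 2 kept its clusters of shared barcodes. Outside shared barcodes and their clusters control cells still had fewer UMIs (medians of 3628 and 3160 against 7596.5 and 4671). At 500 genes the share was 0.930% and 1.45% in control against 5.30% and 4.92% in injured libraries of rounds 1 and 2. The difference thus kept its direction among deeper cells, but was smaller in relative terms than 0.265% and 0.350% against 4.76% and 4.91%. With the UMI minimum, 5 of 382 control round 2 cells were immune-like, against 3 of 856 as reported. Control round 1 had 1 such cell in both. Naming of control immune-like cells therefore depended on the filter. Filtering at 500 genes could also drop macrophages with few UMIs from control libraries. The depth difference and an influx of immune cells cannot be told apart here, because the CPM folds are above 1 without matching the shares. The sums over all cells also count any of these markers outside the macrophage or monocyte-like cluster. Cells of a further library are argued against, as far as the clusters of shared barcodes hold them: these took a larger share of control than of injured cells, by 6.45 points in round 1 (14.3% against 7.84%) and 42.9 in round 2 (44.3% against 1.42%), differences beyond counting error. Injury and tail level both stay open.

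Nucleus pulposus-like cells were fewer in injured discs. If this came from the difference in UMIs per cell, marker CPM would not differ. Outside the clusters of shared barcodes it was 2.57 and 2.76 times as high in control as in injured libraries. This argues against depth as the whole cause. The CPM folds were much smaller than those of the shares (7.67% against 0.643% in round 1, 7.94% against 0.0545% in round 2). A partial role of depth therefore stays open. A general excess of damaged cells in control libraries was examined next. Outside the class, the clusters of shared barcodes and the shared round 1 barcodes, cells with at least 10% mitochondrial UMIs made up 16.8% of control and 13.8% of injured cells in round 1, and 44.0% and 18.3% in round 2. The difference of 3.06 points in round 1 was within counting error (exact intervals 11.8 to 22.9 and 11.3 to 16.5), and that of 25.7 points in round 2 was not. With the shared barcodes and their clusters counted, as first computed, the differences were -3.07 and 6.20 points. The nucleus pulposus-like cells themselves were mostly high in mitochondrial UMIs (24 of 29 and 67 of 68 control cells). Among cells at or above that mitochondrial limit, this class held 24 against 32 others in control and 5 against 98 in injured round 1. In round 2 these counts were 67 against 180 and 1 against 330. A general excess of damaged cells would leave these proportions alike, so the counts argue against it as the whole cause. A partial role stays open, as round 2 differed beyond counting error. The counts do not speak to damage of nucleus pulposus cells in particular. Loss of such cells after puncture, a difference between tail levels and selective loss during freezing or sorting may each lie behind the lower share; they stay open as hypotheses.

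Proliferation genes were higher in the outer annulus class of injured discs, with 20 of 26 passing over the list alone. Without the 1 cluster of dividing cells 6 of 11 still passed, and whether that cluster is the source cannot be told from this, as fewer genes could be tested. Without this cluster and a further one, 1 of 7 passed. Of the 10 leading genes 6 were proliferation genes in the dividing cluster and 3 in the further one (Hmgb2, Tubb5 and Tuba1b, named after their values were seen), which was led by AY036118 and Tnc at a median of 635 UMIs. A candidate explanation is that the change sits in these 2 clusters, of which injured round 2 held 69 of 71 and 114 of 148 cells. The 3 genes are not specific to dividing cells, so the further cluster is not shown to divide. The clusters were formed partly by these genes, so part of the drop follows from the construction.

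All 6 posterior Hox genes tested in the outer class were lower in injured discs. Control discs were taken further toward the tip of the tail, where posterior Hox genes may be used more. Injury and the tail level of the discs cannot be told apart, because both changed together, and 6 of 6 lower genes fit either. In the inner class 6 of 14 tested genes were higher, the median log2 change was -0.04 (0.05 with no filter on low counts) and camera did not pass (adjusted p-value 0.340, limma). Whether the classes differed in this list was not tested.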
